A study of Arabidopsis thaliana with 4 samples. Its data were reported in "A Systems Approach Reveals Regulatory Circuitry for Arabidopsis Trichome Initiation by the GL3 and GL1 Selectors" (2009).

How the data were processed

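Gene expression was measured in green tissue, without roots, of Arabidopsis thaliana plants at an age of 20 days. The titles of the wild type samples name the Landsberg erecta (Ler) accession, and those of the mutant samples name no accession. The 4 samples fall into 2 groups of 2 by their labels: wild type plants, and plants carrying mutations in both GL3 and EGL3, which form no leaf trichomes. GL3 and EGL3 encode related basic helix-loop-helix transcription factors that act with the MYB protein GL1 to start trichome formation. Each sample was hybridised to 1 Affymetrix ATH1 array, which carries short oligonucleotide probes grouped into probe sets. The study's methods describe biologically independent material for the replicates of its arrays.

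The deposited values are log2 expression values per probe set, made by the authors with GCRMA from the array images, through an R interface to limma. GCRMA corrects the background of each probe from its sequence, equalises the distributions of the arrays by quantile normalization, and combines the probes of a set by median polish. Its background step draws probe sets with little signal towards a common low value, and values under 3 on the log2 scale are here called the low end of the scale. No detection calls were used. A difference between groups at the low end says little, because the spread there is compressed as well. The version of GCRMA, and whether the 4 arrays were normalized together with others, are not given in the sources used here.

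Of 22810 probe sets, 64 array controls were left out and 22746 were tested. The platform's annotation gave 13513 of them 1 gene symbol, 503 several and 8730 none. A probe set of the last kind is unnamed here, not without a gene. Of the 1-gene probe sets, 13436 were matched by gene number to the RefSeq annotation of assembly TAIR10.1, from which symbols and locus numbers were taken. A further 53 unnamed probe sets were named from the probe identifiers in the study's list of trichome genes. In the 14 cases where that list and the annotation both named a probe set, all 14 gave the same locus. In all, 13338 genes had a named probe set, and only these are called measured here. A listed gene that is not measured may still be read by an unnamed probe set. The annotation of TAIR10.1 was used only for names and for the order of neighbouring genes, and no coordinates are given, since the array values carry no genome build.

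Differences were computed as gl3 egl3 minus wild type with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with its default settings), on all 4 arrays and without covariates. The test is two-sided. p-values were adjusted by the Benjamini-Hochberg method over the 22746 probe sets, with a threshold of 0.05, and counts at an unadjusted p under 0.01 are given beside it, since that is the level the study used. With 2 arrays per group, 2 residual degrees of freedom remain, and the prior added 0.623 more. The number of arrays limits the precision.

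Gene lists were fixed before the data were examined. They hold the direct targets of GL3 and GL1 named by the study, trichome initiation and patterning genes, trichome morphology genes, endoreduplication genes, mature trichome markers, anthocyanin and early flavonoid genes, markers of guard cells, epidermis, mesophyll, vascular tissue, root and flower, mitotic cell cycle genes, genes of salicylic acid defence, jasmonate, glucosinolates, the circadian clock, heat shock and rapid responses to touch, wounding and cold, reference genes, and the study's minimal set. Each gene was represented by the probe set with the highest mean. Lists with at least 5 measured genes were tested with camera, which compares a list with all other genes, at a preset correlation of 0.01, and adjusted over the 8 lists tested. The self-contained test fry was run beside it. A camera test on symbol families of 6 or more genes and fry on 1000 random lists of each size were added after the data were seen.

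The genes named in the text follow a rule fixed before the data were examined. It takes EGL3, GL3 and the measured direct targets. It then takes the probe sets past the adjusted threshold or, where none passed in a direction, the 10 with the smallest p and 1 gene. From each list it takes the members past the threshold or, where none passed, the 2 with the largest difference. Genes named outside this rule are marked as such.

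The alternatives tried were quantile normalization, centring of each array on its median, 16 added to the values on the linear scale as a stand-in for another background correction, a filter at a mean of 5 or more (11298 probe sets), an intensity trend with robust variances, the methods' t-test, the replicate number as a block, leaving out each array in turn, leaving out probe sets that match several genes, other thresholds, an estimated correlation between genes, fry, and the mean over the probe sets of a gene. The scripts were tested on simulated data with the spread of these arrays, over 22746 probe sets of which 200 were changed, in 20 runs. With a log2 difference of 2, 82.6% of the changed probe sets reached an unadjusted p under 0.01 and 9.3% passed the adjusted threshold. With a difference of 1, these shares were 57.4% and 3.25%. A list of 20 genes shifted by 0.5 was found by camera in 20 of the 20 runs, and an unshifted list was called in 1. The changed probe sets and the lists were drawn from probe sets with a mean of 5 or more. The noise was independent between genes, and all members of the shifted list moved in the same direction. The runs therefore do not show what would be found for lists with members at the low end, related members or mixed directions. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.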

Results

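To ask which genes depend on GL3 and EGL3 in green tissue, the expression of Ler wild type plants was compared with that of gl3 egl3 double mutants of the same age, with 2 arrays per group. The arrays were alike in overall signal. Their median log2 values were 4.99 and 4.95 in gl3 egl3 and 4.96 and 4.92 in wild type, and values ranged from 2.09 to 14.13. Over all probe sets, Pearson's correlation was 0.992 between the gl3 egl3 arrays, 0.992 between the wild type arrays, and 0.985 to 0.989 between arrays of different groups, a description across genes, which are not independent replicates. Among the 11298 probe sets with a mean log2 value of 5 or more, 3% and 2.11% differed by more than 1 within the groups, against 4.95% to 7.51% between them.

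In gl3 egl3, transcripts of AT1G75760 (log2 difference 1.12), AT4G32350 (1.49), ACT11, an actin gene (1.33), CSLA03, a cellulose synthase-like gene (1.5), and the calmodulin-like gene CML42 (1.02) were higher than in wild type. Those of the senescence-related transcription factor WRKY53 (-2), the small GTPase gene SGP2 (-1.68), AT1G63840 (-1.45) and AT5G11410 (-1.33) were lower. These genes are among the 10 probe sets with 1 gene and the smallest p in each direction, and for each of them both mutant arrays lay beyond both wild type arrays. Choosing by the smallest p favours such separation and small SDs, so neither is further evidence. None of these genes passed the threshold after adjustment over all probe sets. With an intensity trend and robust variances, the limma adjusted p of WRKY53 and of CSLA03 was 0.376. WRKY53 had a log2 value of 6.12 ± 0.0254 in gl3 egl3 and 8.11 ± 0.12 in wild type (SD, n = 2 each), with an SE of the difference of 0.077 and a limma adjusted p of 0.168. CSLA03 had 6.87 ± 0.0705 and 5.37 ± 0.0316 (SD, n = 2 each), with an SE of 0.05 and a limma adjusted p of 0.168. CML42 lay near the low end of the scale in wild type, at 3.18 against 4.2 in gl3 egl3. With 16 added on the linear scale, the differences of the dimmer genes were smaller, at 0.45 for CML42, 0.77 for ACT11 and -0.98 for SGP2.

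The remaining probe sets chosen in this way that were higher in gl3 egl3 belong to AT2G21640 (log2 difference 1.09), AT1G01990 (1.02), CRR28, a chloroplast RNA-editing gene (0.98), AT1G14770 (0.81) and AT1G06560 (0.71). The remaining ones that were lower belong to AT5G45170 (-1.26), AT3G26440 (-1.23), AT1G66880 (-1.19), AT5G05090 (-0.84), AT3G15760 (-0.84) and AT5G48800 (-0.67). AT5G48800 lay at the low end in gl3 egl3, at 2.43. With 16 added, the differences were 0.51 for AT1G01990, 0.47 for AT1G14770 and -0.2 for AT5G48800.

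Across the array, limma called 0 of 22746 probe sets at an adjusted p under 0.05, and the smallest adjusted p was 0.0769. The methods' t-test called 0 after adjustment as well. At an unadjusted limma p under 0.05, 2117 probe sets differed. At an unadjusted p under 0.01, 740 did, of which 462 were higher and 278 lower in gl3 egl3. That is 3.25% of the probe sets, against 1.5%, or 342 probe sets, among unchanged probe sets simulated with the spread of these arrays. The simulated probe sets were drawn independently of one another, so this share does not allow for effects common to many genes of an array. Among these 740, 100 were higher and 81 lower by more than 2-fold. With each array centred on its median, the split was 439 higher and 398 lower. The lower count was 175 without gl3 egl3 replicate 2, 905 without wild type replicate 1 and 676 without wild type replicate 2.

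The mutated genes and the direct targets of GL3 and GL1 address whether the loss of GL3 and EGL3 is visible in genes that the study reported as bound by GL3 or GL1. EGL3 lay at the low end in both groups, at 2.31 in gl3 egl3 and 2.30 in wild type, so it does not check the labels, and GL3 was not analysed here. The largest differences among the targets were those of the single-repeat MYB genes CPC and MYBL2, which encode inhibitors of the complex that GL3 and GL1 form. MYBL2 was at 8.94 ± 0.244 in gl3 egl3 and 10.36 ± 0.0551 in wild type (SD, n = 2 each), a log2 difference of -1.41 with an SE of 0.16 and a limma adjusted p of 0.249. CPC was at 2.82 ± 0.148 and 4.58 ± 0.93 (SD, n = 2 each), a difference of -1.76 with an SE of 0.58 and a limma adjusted p of 0.591, with the mutant value at the low end. The size for CPC rests on single arrays: it was -1.1 without wild type replicate 2, -2.41 without wild type replicate 1, and -0.82 with 16 added on the linear scale.

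**Figure D1:**
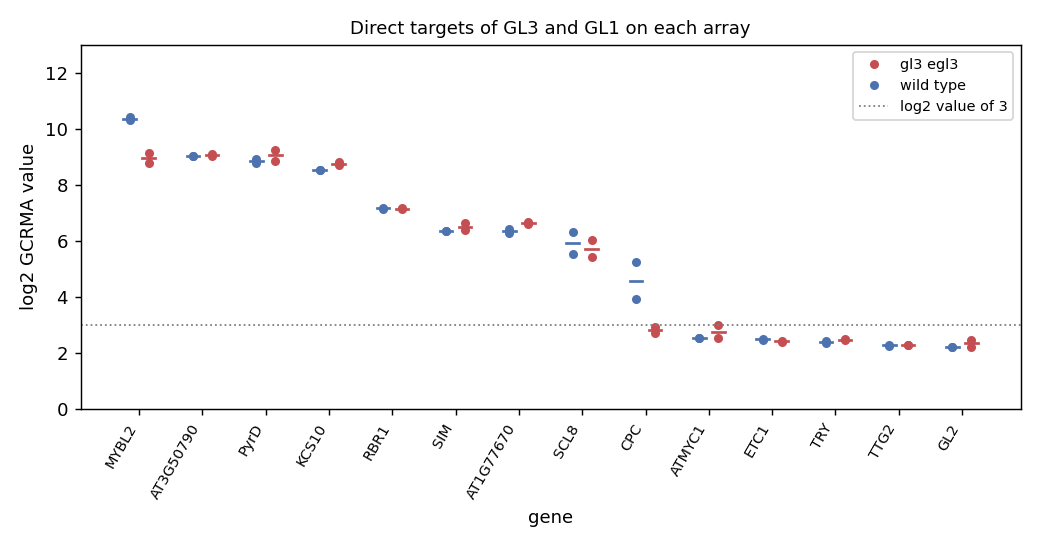
Log2 GCRMA values of the 14 measured direct targets of GL3 and GL1 (x axis, genes ordered by wild type mean, with RefSeq symbols, where ATMYC1 is MYC1 and KCS10 is FDH). Points are single arrays, short lines are the means of the 2 arrays of a group, and the dotted line marks a log2 value of 3. MYBL2 and CPC lay lower in gl3 egl3, with differences of -1.41 and -1.76 on the log2 scale, and 5 targets had a mean over the 4 arrays under 3.

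The other targets differed by less. FDH, which is needed for the identity of the epidermal surface, was higher by 0.23 and the aminotransferase gene AT1G77670 by 0.28. MYC1 differed by 0.23, PyrD, the deaminase gene of riboflavin synthesis, by 0.20, SIM, an inhibitor of cell division in trichomes, by 0.15, AT3G50790 by 0.04, RBR1 by -0.01 and the GRAS family gene SCL8 by -0.20. Several of these values rest on single arrays. Without gl3 egl3 replicate 2, SIM and PyrD differed by 0.01, MYC1 and AT3G50790 by 0.00, and SCL8 by 0.11. SCL8 differed by 0.18 without wild type replicate 2, and RBR1 by 0.02 without gl3 egl3 replicate 1. GL2, TTG2, TRY and ETC1, all regulators of trichome development, lay at the low end in both groups, with differences of 0.13, 0.01, 0.08 and -0.07. That of GL2 was 0.01 without gl3 egl3 replicate 1 and 0.26 without gl3 egl3 replicate 2. MYC1 lay there too. ETC1 is read by a probe set that can also bind related transcripts. Of the 14 measured targets out of 18 listed, 9 were higher and 5 lower in gl3 egl3. None passed the limma threshold over all probe sets, and 0 did when adjusted over the list alone. The count adjusted over the list alone was 2 with quantile normalization and 1 without gl3 egl3 replicate 2.

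Many trichome genes had little signal on these arrays. Of 17 measured initiation and patterning genes, 9 lay at the low end, and 10 were higher in gl3 egl3. Besides CPC and MYBL2, the gibberellin response gene SPY was higher, by 0.88, and is named after its value was seen. SPY and MYBL2 make up the 2 members of this list that passed when adjusted over the list alone. Of 19 morphology genes, a list that also holds the ribosomal protein gene RPL3B, 7 were higher. AN, a gene of trichome branching, differed by 0.58 and the myosin gene XIK by -0.48 (SE 0.26), which was -0.19 without wild type replicate 2 and -0.76 without wild type replicate 1. Of 23 endoreduplication genes, 12 were higher. The 1 member at an unadjusted limma p under 0.01 was the transcription factor gene E2F, named after its value was seen, with -0.43 (SE 0.057). No member of this list passed when adjusted over the list alone. CYCD3;1, a D-type cyclin gene, differed by -0.77 (SE 0.29), and by -0.47 without gl3 egl3 replicate 2. CDC6, a gene of replication licensing, differed by 0.68 (SE 0.42), with values from 0.33 without wild type replicate 2 and 0.36 without gl3 egl3 replicate 2 to 1.03 without wild type replicate 1, and 0.27 with 16 added on the linear scale. Of 8 mature trichome markers, 5 lay at the low end (TRY, MYB23, ETC1, GL2 and TTG2), so that a direction over this list says little. The largest differences were those of SIM and GL2.

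None of these lists passed the test against the other genes, which includes their members at the low end. The camera adjusted p was 0.832 for the direct targets, initiation, morphology, endoreduplication and mature marker lists, and 0.811 with an estimated correlation. The direct targets had a median log2 difference of 0.06 and a mean of -0.15, with the test pointing up. For the initiation genes these were 0.00 and -0.14, for the morphology genes -0.02 and 0.01, and for the endoreduplication genes 0.01 and 0.01, with the test pointing down in each. In fry, which does not compare a list with other genes, the test for differences in either direction gave an adjusted p of 0.00497 for the direct targets and 0.0156 for both the initiation and the morphology lists. Of 1000 random gene lists of the same sizes, 8.6%, 24% and 29.4% had a fry p as small.

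**Figure D2:**
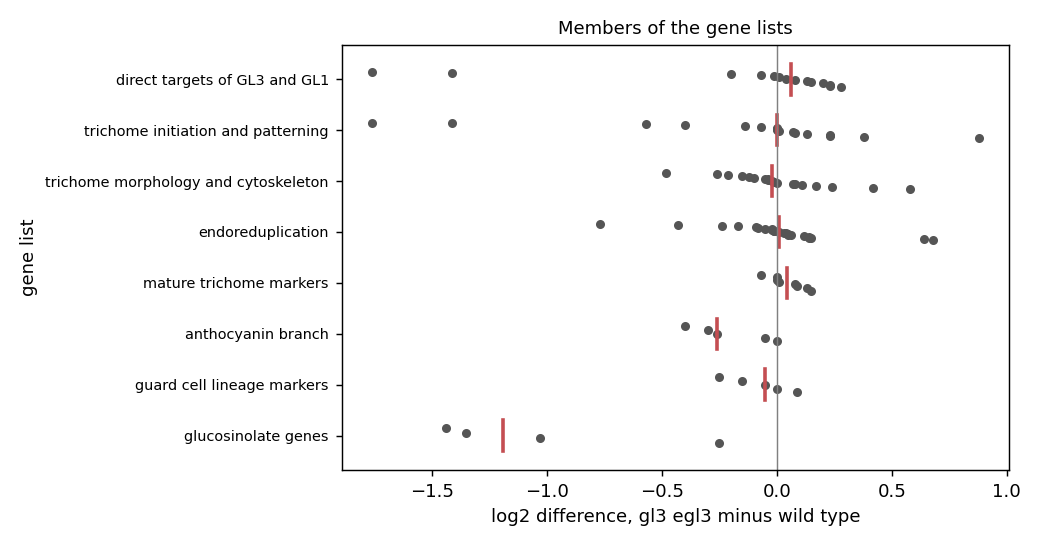
Log2 differences between gl3 egl3 and wild type (x axis, mutant minus wild type) of the members of 7 tested gene lists and of the glucosinolate list (y axis). Each point is 1 gene and each red line the median of its list. The medians of the trichome lists lie near 0, with several of their members at the low end. The 4 measured glucosinolate genes, of 26 listed, have a median of -1.19.

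Other pathways and cell types were compared to see what else differed between the samples. Of 26 listed glucosinolate genes, only the 4 with a named probe set were measured, with lower means in gl3 egl3. The others may be read by unnamed probe sets, so the 4 do not stand for the pathway. The largest differences were those of BCAT4, an aminotransferase of methionine chain elongation, with -1.44 (SE 0.40), and AOP3, a gene of side-chain modification, with -1.35 (SE 0.33). UGT74C1, the smallest, had -0.25 (SE 0.16), with arrays at 6.72 and 7.08 in gl3 egl3 and 7.16 and 7.14 in wild type. UGT74B1, a glucosyltransferase gene of the core pathway named after its value was seen, differed by -1.03 and was the 1 gene that passed when adjusted over the list alone. The early flavonoid genes UGT78D1 and UGT89C1, which glycosylate flavonols, differed by -1.40 and -0.79. They were the 2 measured of 12 listed. UGT78D1 had an SD of 0.923 in gl3 egl3, and its difference was -2.06 without gl3 egl3 replicate 1 and -0.75 without replicate 2. UGT89C1 lay at the low end in gl3 egl3, at 2.43, and its difference was -0.25 with 16 added on the linear scale. Of 13 listed anthocyanin genes, 5 were measured, and 4 of these were lower. UGT78D2 led with -0.40, followed by the anthocyanin glucosyltransferase gene AT4G14090 with -0.30. These were -0.2 and -0.04 without wild type replicate 1, and -0.6 and -0.56 without wild type replicate 2. For the list the camera adjusted p was 0.182, and 0.811 with an estimated correlation. It was 0.000257 without wild type replicate 2, but 0.699 without wild type replicate 1, and 0.655 and 0.968 without gl3 egl3 replicates 1 and 2, and 4 of the 5 genes lay at the low end.

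The clock gene GI, the only measured member of its list, differed by -1.08, and the stress-responsive zinc finger gene ZAT10 by -1.05. The photosynthesis genes RCA and LHCB4.1 differed by -0.09 and 0.02, the latter -0.05 with quantile normalization. The direction of LHCB4.1 (SE 0.073) also turned when replicate 2 of either group was left out. Among guard cell lineage genes, FAMA differed by -0.25 (SE 0.33) and MUTE by -0.15 (SE 0.14), with a camera adjusted p of 0.832 for the list. The cuticle gene CER3 differed by 0.34 (SE 0.27) and the epidermal receptor kinase gene ACR4 by 0.34 (SE 0.53). Among root markers, PYK10 was at 10.54 in gl3 egl3 and 10.7 in wild type, a difference of -0.16 (SE 0.44), while EXPA7 lay at the low end, at 2.15 in both groups. The mitotic kinase genes AUR2 and AUR1 differed by -0.56 (SE 0.74) and 0.15 (SE 0.55), the defence gene SAG101 by -0.03 (SE 0.13) and the heat shock gene HSP22 by 0.00. HSP22 lay at the low end, at 2.16 in both groups, so its value says little. The jasmonate marker PDF1.2 differed by 0.73, with an SD of 2.42 in gl3 egl3. Leaving out 1 array turned the direction of several of these: ACR4 was -0.23, PYK10 0.34 and PDF1.2 -0.98 without gl3 egl3 replicate 1, SAG101 was 0.12 and AUR1 -0.05 without gl3 egl3 replicate 2, AUR2 was 0.29 and MUTE 0.01 without wild type replicate 1, and AUR1 was -0.45 and FAMA 0.03 without wild type replicate 2. CER3 was 0.04 without wild type replicate 2. The reference genes TIP41 and SAND differed by 0.11 (SE 0.032) and -0.06 (SE 0.17). The direction of SAND turned when replicate 1 of either group was left out. No vascular or floral marker was analysed here. Few members of these lists were measured. They were 1 of 13 salicylic acid defence, 1 of 12 jasmonate, 1 of 10 heat shock and 1 of 12 rapid response genes. Likewise 2 of 22 photosynthesis, 2 of 16 mitotic and 3 of 17 epidermis and cuticle genes were measured, with 3 of 12 root markers. The values above therefore do not describe whole pathways or cell types. Lists with fewer than 5 measured genes were not tested as lists.

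The study's minimal set of trichome genes was drawn partly from these samples, so its differences here are not independent evidence. The list tested here holds 533 loci, which is not the number quoted for the set from the study. Of its 261 measured members, 144 were higher in gl3 egl3. AT3G04650, near the low end in gl3 egl3 at 3.29, differed by -2.55 and AT1G65220 by -2.04 on the log2 scale. The former was -1.5 with 16 added on the linear scale. At an unadjusted limma p under 0.01, 58 members differed, or 22.2%, against 2.85% of all measured genes, and 60 passed when adjusted over the list alone. The camera adjusted p was 0.832. In fry, the adjusted p was 0.0201 for a shift in one direction and 0.000113 for differences in either direction, and 4.8% of random lists had as small a p in either direction.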

Values the study reported

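The study reported 731 genes that differed between gl3 egl3 and wild type plants, and its methods give a Student's t-test with P under 0.01 for such ratios. Its combined analysis of several expression experiments gave a minimal set of 513 genes linked to trichome formation.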

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

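The count of probe sets at an adjusted p under 0.05 stayed at 0 under every alternative at that threshold. It was 1 at an adjusted p under 0.1 and 740 at an unadjusted p under 0.01. With only probe sets of mean 5 or more and an adjusted p under 0.1, a combination chosen after seeing the data, it was 93, where fewer probe sets enter the adjustment. At an unadjusted p under 0.01, 289 probe sets were higher in gl3 egl3 with the filter at a mean of 5 and 259 with an intensity trend. The methods' t-test gave 205 higher and 118 lower, with no pooling of the spread. Leaving out 1 array at a time, the higher count ranged from 372 to 441 and the lower count from 175 to 905. The cause was not tested. The lone array of a group is then assumed to vary like the other group. The count of direct targets past the threshold, adjusted over the list alone, was 2 with quantile normalization, 1 with arrays centred on their medians, 1 with the filter and 1 with an intensity trend, and ranged from 0 to 1 when an array was left out. The cause was not tested.

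For the lists, fry in either direction, which asks another question than camera, gave an adjusted p of 0.00497 for the direct targets, 0.0156 for initiation, 0.0156 for morphology and 0.000113 for the minimal set, and fry in one direction gave 0.0201 for the minimal set. For the anthocyanin genes, the camera adjusted p ranged from 0.000257 to 0.968 when an array was left out. The cause was not tested. The other 111 of 117 list results kept their side of the threshold. So did all 681 alternative values of single named genes, none past it. This was bound to follow, since no probe set passed that threshold under any alternative, and says nothing about robustness. Of the 681 values, 649 kept their sign at 2 decimals. The labels do not say whether same-numbered replicates were grown or processed together. The correlation of their deviations was 0.13 over all probe sets and 0.18 over those with a mean of 5 or more. Each group gives only 1 difference between replicates, so this cannot settle the question. The replicate block gave 0 probe sets at an adjusted p under 0.05 and 641 at an unadjusted p under 0.01, of which 263 were among the 740. With 1 array left out, 199 to 213 of the probe sets at that level were among the 740. Slide and scan dates were not used here, so that alternative was not run. Under the filter, targets at the low end give no value, and their signal over background limits what can be seen.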

Other observations

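The tests of the symbol families, of the window near EGL3 alone and of the other splits of the arrays were chosen after the data were seen, and the genes of the next paragraph were picked after their values were seen.

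Among genes outside the fixed lists, XTH33, which encodes a xyloglucan-modifying enzyme, was at 8.82 ± 0.0808 in gl3 egl3 and 4.96 ± 0.445 in wild type (SD, n = 2 each), a log2 difference of 3.86 with an SE of 0.28 and a limma adjusted p of 0.225. XTH16 and XTH18 were higher by 1.82 and 1.18. XTH32 differed by -1.20, with an SD of 0.94 in gl3 egl3. Of 9 measured XTH genes, 4 lay at the low end (XTH20, XTH21, XTH26 and XTH29), and the family gave a camera adjusted p of 0.138 over 39 families, and 0.942 with an estimated correlation. Plastid-encoded genes of the small ribosomal subunit (rps) were higher in 7 of 8 cases, with a median of 0.22, rps16 by 0.60 and rps19 by 0.33, and a camera adjusted p of 0.13 (0.942 with an estimated correlation). The family of large subunit genes (RPL), which also holds the nuclear gene RPL3B, was higher in 6 of 8 cases, with a median of 0.14 and a camera adjusted p of 0.398. Of 6 measured WRKY transcription factor genes, 4 were lower and 2 higher. WRKY53 and WRKY6 differed by -2 and -0.89, and WRKY42, at the low end, by -0.22. WRKY20 differed by -0.05 (SE 0.074), WRKY22 by 0.17 (SE 0.68) and WRKY47 by 0.25 (SE 0.16). The arrays of WRKY20 and WRKY22 overlap between the groups, so their directions rest on single arrays. The family gave a camera adjusted p of 0.13 (0.942 with an estimated correlation). No family passed the threshold.

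The methods' t-test gave 323 probe sets at the study's threshold. That is lower than the value quoted from the study above. The limma fit gave 740 probe sets at an unadjusted p under 0.01, near the quoted value. The size of the count thus depends on the test used. The counts here are of probe sets, not genes. The age and the number of replicates in the study's description of this comparison also differ from those in the labels.

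A candidate explanation for part of the differences at an unadjusted p under 0.01 is a chromosome segment of another strain carried along with a mutation, which would gather them around GL3 or EGL3. Among the 500 genes on each side of both loci, 2.95% of measured genes differed against 3.07% elsewhere, a ratio of 0.96 with a permutation p of 0.583, which argues against such segments as the source of the differences as a whole. Near EGL3 alone, 9 of 444 measured genes were lower, 2.03% against 1.06%, a ratio of 1.92 with a permutation p of 0.0463 and of 0.417 after adjustment over the 9 combinations of window and direction tried. They are SD1-29, AT1G61660, AT1G63840, BLT (log2 difference -0.58), AT1G65220, AT1G65490, AT1G65500, AT1G66880 and AT1G67920. This window was looked at because such loci had been seen, so a segment there stays open, as does an effect of the mutations themselves, which was not tested.

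The 4 arrays can be split into 2 and 2 in 3 ways, too few for a share under 0.05. The real split gave 740 probe sets at an unadjusted p under 0.01, and the highest of the other splits gave 230, so that 1 split, the real one, reached that number.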
